A study of Mus musculus with 158 samples.

How the data were processed

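Short hairpin RNAs (shRNAs, sequences that knock down one gene each) were counted in genomic DNA of the mouse pancreatic cancer line PDA530 Met, which was derived from a liver metastasis. Per the labels' protocols, each of 19 pools of hairpins was delivered by virus at a multiplicity of infection meant to give most infected cells a single hairpin. The cells were selected with puromycin and sampled as pellets at day 0, as cultures kept for 28 days, and as lung tumours 28 days after tail-vein injection, with all tumours of a mouse pooled. Hairpins were amplified by a two-step PCR, without molecular identifiers, so counting error understates the error of a value.

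The deposited tables list, for each hairpin with a value, a normalised read signal made by the authors; the counting and normalization steps are not given in the sources used here. Within each library every deposited signal value was divided by the smallest one, taken as 1 read. Of 27241 values, 27241 came out whole within a tolerance of 0.01 reads (100%), so the reads were recovered, and hairpins without a row were taken as 0 reads. From the values themselves, the authors' factor made the sum of the named pool's hairpins plus 3 times the control hairpins constant over the libraries of each of 19 sets. In 6 of the 29 culture samples named for 2 pools, this factor came from the second pool. Because the weight on the controls enters every value, and because these culture samples hold the controls of both pools, the deposited scaling was not used for the main tests. All values of 10 samples were missing: 1 at day 0 and 3 lung samples of pool 3, and 3 culture and 3 lung samples of pool 13. Lung comparisons therefore used 17 pools, and culture against day 0 used 18 pools.

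The tests fixed before the data were examined named edgeR for counts and limma on log2(value + 1) for other units. The deposited unit was a scaled signal, so limma 3.58.1 (R 4.3.3) was the main test. Reads of technical repeats were summed. The reads of a pool's own targeting hairpins were turned into CPM with the TMM factors of edgeR 4.0.16, where CPM stands for counts relative to that pool's targeting reads, a pseudocount of 1 was added, and log2 values were fitted per pool with only the 2 arms compared, with a variance trend and robust estimation. Hairpins with a mean under 10 reads were left out. Fold changes are on the log2(CPM + 1) scale, which understates changes of rare hairpins. p-values were adjusted by Benjamini-Hochberg over all hairpins of all pools, with a threshold of 0.05. Genes with at least 2 hairpins in a pool were tested per pool with fry, a rotation test of limma that asks whether the hairpins of a set changed, not whether they changed more than other hairpins. Text names the 2 hairpins with the lowest edgeR p and the 3 gene sets with the lowest fry p in each direction, a rule fixed together with the tests; some items it names are not reported here.

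limma shares information on the spread between hairpins of a pool through prior degrees of freedom. Their median over pools was 2.83 for lungs against day 0, 4.95 for culture against day 0 and 7.44 for lungs against culture. In pool 11 the estimate for culture against day 0 had no upper bound, so very small p-values of that pool rest on the fitted trend and not on 3 libraries per arm. In pools 6 and 7 it was 30 and 139.34 for lungs against culture, so small p-values there rest largely on the prior too.

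Pool-level measures were compared by two-sided sign-flip permutation tests over pools with 100000 resamples. Values of 3e-05 over 17 pools and 2e-05 over 18 pools came from pools that all had 1 sign, and are near the smallest such tests can give. Pools measured in the same culture libraries are not independent, so tests over pools that involve culture count more units than there are separate sets. The 18 pools with culture values form 9 sets without shared libraries, and 8 of these sets have lung values. An alternative averaged the pools of a set before an exact test, whose smallest p over 9 sets is 0.00391. The effective number of hairpins is the exponential of the Shannon entropy over a pool's own and 8 control hairpins. Agreement is the mean Pearson r of log2(CPM + 1) between libraries of one pool and arm. Control hairpins were measured relative to the median change of the pool's targeting hairpins.

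The steps were tested on simulated data with the real library sizes. All hairpins of an arm and pool were given 1 spread, the median over its hairpins. Hairpins not chosen to change were left unchanged, and each setting was simulated once. In the data, spread differed between hairpins, and changes of all hairpins had an SD of 1.722 for lungs against day 0. The shares below therefore describe the simulation and need not carry over to the data. With changes of 2 on the log2 scale in 199 of 891 hairpins, limma recovered 64.8% for lungs against day 0, and 10.4% of its calls were false, above the intended 5%. For lungs against culture, with 198 changed of 887, it recovered 69.2% with 14.4% false calls, and for culture against day 0, with 200 changed of 945, it recovered 89.0% with 2.2% false calls. When all hairpins of 50 gene sets were changed together, fry recovered 70.0% of them for lungs against day 0, of 303 sets, with 35.2% false calls, and camera recovered 56.0% with no false calls.

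Libraries were taken as replicates as the labels letter them. The protocols speak of a cell pellet per pool at day 0, so the spread between day 0 libraries can be that of sampling, PCR and sequencing alone. In that case p-values against day 0 are too small, since limma estimates each hairpin's spread from both arms together. Pools 9 and 10 have 6 culture libraries each, lettered A to C in both of their mixtures, while the protocols give 3 cultures per pool. Same-letter libraries of the 2 mixtures of pool 9 deviated together with r from 0.215 to 0.438, and those of pool 10 with r from -0.251 to 0.166. It is not given whether they share a culture, so an alternative used only the 3 libraries sequenced in the lane of the day 0 libraries. No pair of libraries of one pool and arm, of 193 compared, agreed within counting noise by a chi-square test, so none was counted once. The libraries of a pool that were compared came from one sequencing run or lane, as the files are named, except culture libraries of pools 9 and 10, which came from 2 each. Alternatives covered scaling (library totals, control totals, DESeq2 1.42.0 size factors, deposited values), limma-voom, edgeR on the recovered reads, filters, the set test, a replicate block, leaving out each replicate letter, and the culture samples used. Gene names are those of the files: of 285 genes, 268 matched the GRCm38.p6 names by accession and 253 kept the same symbol. The files name no genome build, so no coordinates are given. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.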

Results

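Hairpin abundance was measured in 158 samples of PDA530 Met mouse pancreatic cancer cells carrying 1 of 19 shRNA pools. The samples comprised 59 of day 0 cells, 57 of lung tumours and 42 of cultured cells, including 2 technical repeats in each arm. Values were present for 148 of them, 58 at day 0, 51 from lungs and 39 from culture. The pools held 1000 targeting hairpins against 285 genes, 51 to 54 per pool, and 8 control hairpins in every pool. The hairpins of 135 genes lay in 1 pool, those of 131 genes were spread over 2 pools and those of 19 genes over 3 pools. Recovered depth ranged from 4122499 to 13226329 reads at day 0, from 4525346 to 13728338 in culture and from 58189 to 11104545 in lungs. The shallowest lung library was 6A. Own-pool hairpins made up 0.034% of the 5658227 reads of lung library 10C and 0.677% of the 6280972 reads of lung library 16D. Both libraries were kept in the main comparisons, and values without them are given where they matter.

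The first comparison asked how similar replicate libraries were. Between day 0 libraries of a pool, the mean Pearson r across hairpins was 0.991 ± 0.008 (SD over 19 pools). It was 0.948 ± 0.020 over 18 pools in culture and 0.870 ± 0.082 over 17 pools in lungs. Agreement in lungs was lower than at day 0 by a mean r difference of -0.121 ± 0.084, in 17 of 17 pools (permutation test, two-sided p = 3e-05). The difference for culture was -0.043 ± 0.018 over 18 pools, with none positive (permutation p = 2e-05, and exact permutation p = 0.00391 over 9 sets of pools without shared culture libraries). Without lung libraries 10C and 16D the lung difference was -0.098. Technical repeats of lung libraries 1A and 8A had r of 0.997 and 0.999. Technical repeats of day 0 libraries 1A and 8A had r of 0.9965 and 0.9978. Different day 0 libraries had r from 0.9973 to 0.9993 in pool 1, no lower than the repeats, and from 0.9803 to 0.9982 in pool 8, in part lower than the repeats.

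The number of hairpins that carried the population was then compared. The effective number of hairpins was 34.83 ± 5.19 at day 0 (SD over 19 pools), 21.96 ± 4.11 in culture (18 pools) and 22.03 ± 6.32 in lungs (17 pools). Lungs were lower than day 0 by -0.83 ± 0.55 on the log2 scale in 17 of 17 pools (permutation p = 3e-05), and culture was lower by -0.68 ± 0.19 in 18 of 18 pools (permutation p = 2e-05, and exact permutation p = 0.00391 over 9 sets). Lungs and culture did not differ beyond the spread between pools, at -0.14 ± 0.52 over 17 pools (permutation p = 0.28). These numbers include the 8 control hairpins, and culture libraries named for 2 pools hold the controls of both, so culture values depend on this mixing. With control hairpins left out, lungs differed from day 0 by -0.63, culture from day 0 by -0.52 and lungs from culture by -0.10 (permutation p = 0.464 for the last). The alternative that moved the differences from day 0 most was counting hairpins with at least 1 read per 1000 without controls, with -0.20 for lungs and -0.14 for culture. By that count lungs were lower than culture, at -0.18 with controls (permutation p = 0.0146) and -0.07 without them (permutation p = 0.0341). Over 8 sets without shared culture libraries these were -0.14 (exact permutation p = 0.0312) and -0.060 (exact permutation p = 0.109), the latter not beyond the spread between sets. With the inverse Simpson index lungs against culture changed sign, to 0.03, and without lung libraries 10C and 16D to 0.02, neither beyond the spread between pools (permutation p = 0.865 and 0.893).

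**Figure D1:**
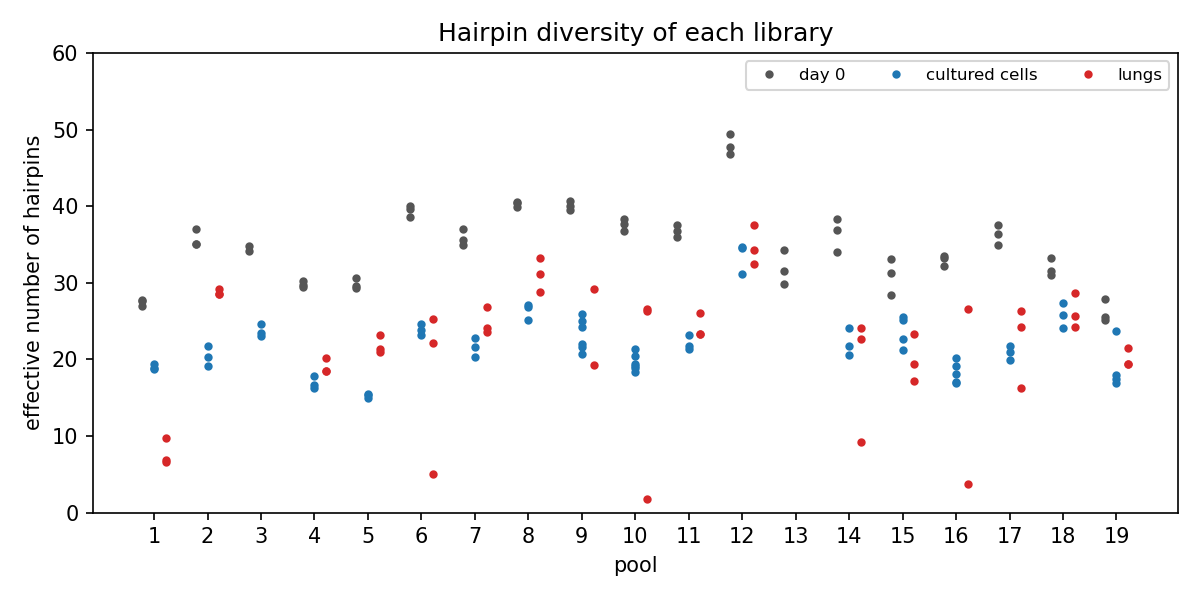
Effective number of hairpins (vertical axis, a count) of each library by pool (horizontal axis), with day 0 in grey, culture in blue and lungs in red, and 1 point per library, control hairpins included. The mean over pools was 34.83 at day 0, 21.96 in culture and 22.03 in lungs. The lung libraries of pool 1 and single lung libraries of pools 6, 10, 14 and 16 lie under 10. With control hairpins left out, those of pools 6 and 16 (6C and 16D) had 25.74 and 23.3, so their low values came from control reads. Those of pools 10 and 14 had 8.2 and 6.21, and those of pool 1 stayed under 10.

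Hairpins that changed between day 0 and lung tumours were sought next. Of 891 hairpins tested by limma, 301 passed a Benjamini-Hochberg adjusted p of 0.05, 131 higher and 170 lower in lungs, with calls in 17 of 17 pools. edgeR on the recovered reads called 279, of which 265 were among the 301. The alternative that moved the count most was leaving out day 0 replicate A, with 148 calls, and without day 0 replicates B and C there were 154 and 160. Without lung replicate B the count rose to 351. The calls thus lean on the close agreement of day 0 libraries, which enter the same spread estimate as the lungs. The split between higher and lower calls depended on the scaling: 43.5% of calls were higher with TMM, 24.4% with library totals, 30.5% with the deposited values and 53.6% with DESeq2 size factors, and the median change of all hairpins was -0.13, -0.73, -0.82 and 0.13 in these fits. In pool 6, hairpin TRCN0000069900 against Kcnk1 rose from 41157 ± 1921 CPM at day 0 to 139384 ± 14575 in lungs (SD, n = 3 each), a log2 fold change of 1.76 (SE 0.14, limma Benjamini-Hochberg adjusted p = 0.000138). TRCN0000215801 against Xirp2 in pool 11 rose by 2.21 (SE 0.11, limma Benjamini-Hochberg adjusted p = 0.00017). In pool 12, TRCN0000217715 against Pxdn changed by -3.45 (SE 0.28, limma Benjamini-Hochberg adjusted p = 0.000138), from 17223 ± 745 to 1584 ± 170 CPM (SD, n = 3 each). TRCN0000198891 against Spert in the same pool changed by -4.09 (SE 0.38, limma Benjamini-Hochberg adjusted p = 0.000138). Other hairpins of these genes did not all follow. The 2 hairpins of Xirp2 in pool 11 and of Pxdn in pool 12 had opposite signs. The 4 of Spert split 2 and 2, and 3 of the 4 of Kcnk1 shared a sign.

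The same comparison in culture gives the change over 28 days without lung growth. Of 945 hairpins, 573 were called by limma, 272 higher and 301 lower, and edgeR called 553, sharing 546 with limma. The share of higher calls was 47.5% with TMM, 26.5% with library totals, 16.1% with the control total and 20.6% with the deposited values, with medians over all hairpins of -0.10, -0.64, -0.99 and -0.89. All 4 hairpins with the lowest edgeR p lay in pool 11, where limma's prior had no upper bound. TRCN0000103587 against Aff4 changed by -3.01 (SE 0.14), from 30602 ± 2790 to 3826 ± 621 CPM (SD, n = 3 each). TRCN0000054350 against Dusp4 changed by -1.97 (SE 0.13), while the 3 Dusp4 hairpins of pool 9 all rose, by a mean of 1.12. TRCN0000200322 against Dennd2c rose by 2.65 (SE 0.15) and TRCN0000071975 against Msi2 by 2.39 (SE 0.16). All 4 named hairpins of pool 11 were called by limma and by edgeR. With only the culture libraries from the lane of day 0 for pools 9 and 10, 579 hairpins were called.

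Lung tumours were compared directly with culture. limma called 221 of 889 hairpins, 103 higher and 118 lower in lungs, and edgeR called 222, sharing 203. Without culture replicate A, B or C there were 145, 142 and 144 calls, and with only the culture libraries from the lane of day 0 for pools 9 and 10 there were 200, with a fall from 21 to 10 in pool 9 and from 6 to 2 in pool 10. The share of higher calls was 46.6% with TMM, 82.4% with the control total, 60.6% with the deposited values and 57.1% with DESeq2 size factors. In pool 7, hairpins of one gene went opposite ways: TRCN0000012327 against Tnfrsf10b was higher in lungs by 2.30 (SE 0.24, limma Benjamini-Hochberg adjusted p = 6.9e-14) and TRCN0000012323 against the same gene was lower, at -2.07 (SE 0.24, limma Benjamini-Hochberg adjusted p = 9.75e-12). limma's prior degrees of freedom were 139.34 in that pool, against a median of 7.44 over pools, so these p-values rest on the fitted prior more than on 3 libraries per arm. TRCN0000069900 against Kcnk1 was higher by 2.08 (SE 0.26, limma Benjamini-Hochberg adjusted p = 3.7e-07), while the 4 Kcnk1 hairpins of pool 6 split 2 and 2 in sign. Both changes from day 0 shared their day 0 libraries: across 891 hairpins, which are not independent replicates, the lung and culture changes had r = 0.513, against a mean of 0.073 in simulations of unchanged groups sharing those libraries. They had the same sign for 71.8% of hairpins, against 54.2% in the simulations.

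**Figure D2:**
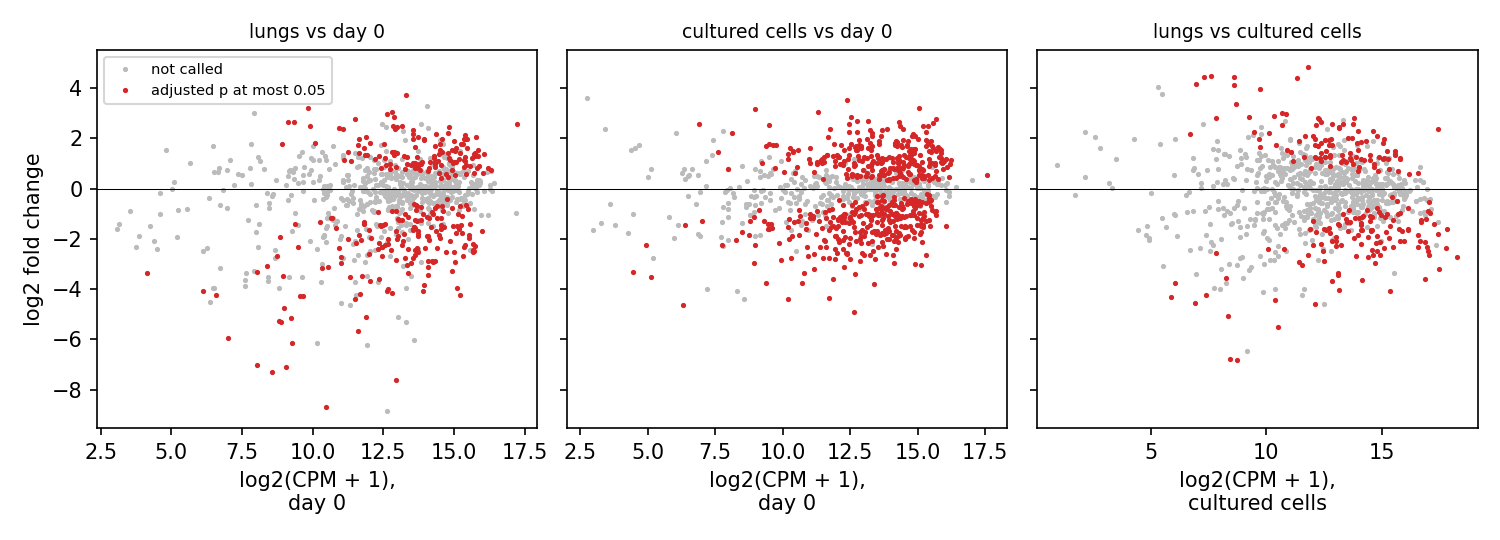
Log2 fold change (vertical axis) against log2(CPM + 1) in the reference arm (horizontal axis) for each hairpin, in panels for lungs against day 0, culture against day 0 and lungs against culture. Red points are the 301, 573 and 221 hairpins with a limma Benjamini-Hochberg adjusted p of at most 0.05, and grey points are the others.

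Genes were tested as sets of hairpins within a pool. fry called 82 of 303 sets for lungs against day 0 (33 higher and 49 lower), 167 of 320 for culture against day 0 (81 and 86) and 49 of 301 for lungs against culture (22 and 27). These counts were not larger than with gene names shuffled among the hairpins of a pool, which gave medians of 90.5, 168 and 51 called sets over 100 shuffles. Tests that set a gene's hairpins against other hairpins of its pool called none in any of these comparisons. camera called 0 sets, with 9, 12 and 13 at an unadjusted p under 0.05, and random hairpin sets called 0, with 12, 15 and 15. A pool held only 51 to 54 targeting hairpins, so few different small sets can be drawn from it. The random-set p of a small set can therefore hardly pass adjustment unless many sets are extreme together. In the simulation for lungs against day 0, with 50 sets changed, random sets recovered 46%. The 0 of random sets is thus no evidence against a change of a few small sets. Leaving out 1 replicate moved the fry counts too: without day 0 replicates A, B and C there were 8, 6 and 28 sets for lungs against day 0, and without lung replicates A and C 127 and 124. For culture against day 0 there were 106 without day 0 replicate B, and for lungs against culture 12, 5 and 27 without culture replicates A, B and C. The share of called sets that were higher was 40.2%, 48.5% and 44.9% in the 3 comparisons with TMM, 13.4%, 18.9% and 43.3% with library totals, and 21.9%, 10.8% and 70.0% with the deposited values. With the control total it was 46.7% and 7.4% against day 0, and for lungs against culture 66 sets were higher and 0 lower. The gene sets named here are therefore those with the lowest fry p. None was called by camera after adjustment, and random sets could hardly have called the small ones.

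For lungs against day 0 the sets lower in lungs were Ccdc63 in pool 11 (mean log2 fold change -0.56, Benjamini-Hochberg adjusted p of limma's fry = 6.1e-05), Ankrd17 in pool 19 (-1.58) and BC003331 in pool 9 (-1.81), each with 2 hairpins of the same sign. Sets called higher included Dctn4 in pool 17 (0.62) and Clint1 in pool 15 (0.28). The 2 hairpins of Dctn4 had opposite signs, and the means of Dctn4 and Clint1 changed sign under library totals and under the deposited scaling, that of Dctn4 also under the control total, and that of Clint1 also without lung replicate B, at -0.10. In culture against day 0, Vgll4 (1.71), Ptges3 (1.18) and Myst4 (0.93), all in pool 9, were called higher, and Wbscr17 in pool 8 (-0.93), Slc16a4 in pool 7 (-1.54) and Iqgap1 in pool 18 (-0.90) lower. The 2 hairpins of Myst4 and of Iqgap1 had opposite signs. For lungs against culture, Upp1 in pool 9 (1.08) and Acacb in pool 4 (1.95) were called higher, and Vgll4 (-0.83) and Dusp4 (-0.81), both in pool 9, lower. The 2 hairpins of Vgll4 had opposite signs here. The sets of pool 9 rest on 2 lung libraries and 6 culture libraries from 2 lanes. With the 3 culture libraries from the lane of day 0, Upp1 and Dusp4 were no longer called for lungs against culture (Benjamini-Hochberg adjusted p of limma's fry = 0.0516 and 0.0928), while Vgll4 was (0.044), and all 3 sets of pool 9 in culture against day 0 were called.

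The 8 control hairpins were followed as a set, relative to the median targeting hairpin of each pool. In lungs their mean change from day 0 was -0.82 ± 1.49 over 17 pools, positive in 2 of them (permutation p = 0.0383). Without lung replicates A, B or E it was -0.86, -0.63 and -0.60, none beyond the spread between pools. Without lung libraries 10C and 16D it was -1.22 (permutation p = 3e-05). In culture it was 0.07 ± 0.45 over 18 pools (permutation p = 0.547). Culture libraries named for 2 pools hold the controls of both. In 13 pools with such libraries alone the change was 0.15 ± 0.40, against -0.75 ± 0.56 in 5 pools measured in libraries named for 1 pool, a difference of 0.90 (exact permutation test, two-sided p = 0.00117). The 13 pools share libraries. Averaged into 7 sets without shared libraries, they differed from the 5 pools by 1.02 (exact permutation p = 0.00253). Without culture replicate D the difference was 0.49 (exact permutation p = 0.108). Divided by the targeting reads of both pools, the mean change of the controls in culture was -0.78 (permutation p = 2e-05), and -0.72 over 9 sets (exact permutation p = 0.00391).

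Single controls, chosen after their values were seen, moved in different directions. In lungs, Non-targeting-shRNA-2 changed by -2.66 ± 1.65, lower in 16 of 17 pools (permutation test, Benjamini-Hochberg adjusted p = 0.000107 over 8 controls). The hairpin against Cdkn1b rose by 2.11 ± 0.89 in all 17 pools (permutation Benjamini-Hochberg adjusted p = 0.000107) and Non-targeting-shRNA-1 by 1.57 ± 1.72 (permutation Benjamini-Hochberg adjusted p = 0.0002). In culture, scaled on both pools, the same 3 hairpins changed by -2.03, 0.60 and 1.22, each with a permutation Benjamini-Hochberg adjusted p of 3.2e-05 over 18 pools and of 0.00625 in exact permutation tests over 9 sets.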

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

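The tests on the swap with lung library 10C, on lung library 17A and culture library 16/17A taken singly, and on culture library 19D were chosen after the values were seen.

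Lung library 16D held 74.0% reads from other pools, above the highest day 0 share of 3.03%, and 71.0% of its reads were pool 10 hairpins. A swap with lung library 10C would have put pool 16 hairpins into 10C, which held 0.196% of them. However, 99.2% of the reads of 10C were control hairpins, and it held only 0.034% of its own pool 10. A low share of pool 16 therefore cannot decide the question, and a swap stays open. The pool 10 hairpins of 16D correlated with day 0 pool 10 libraries at r = 0.872, near the 0.909 and 0.910 of lung libraries 10A and 10B. This is consistent with pool 10 DNA or cells in the sample. Where it entered stays open, and no biological explanation was tested.

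Lung library 17A held 18.7% and culture library 16/17A held 15.3% reads from other pools, mostly pool 10. A common source with 16D was tested for both jointly, and the lower correlation was 0.845, which left the joint question open. Taken singly, the pool 10 hairpins of 16/17A correlated with 16D at 0.990, more than those of lungs 10A and 10B at 0.902 each, so a common source is a candidate explanation there. Those of 17A correlated at 0.845, below both, which argues against the same source for 17A. Lung library 17B held 3.16% from other pools, just above the day 0 limit, and its source was not tested. Culture library 16E held 2.1% pool 10 reads, which correlated with 16D at 0.941, a value looked up after the others were seen. All libraries of pools 16 and 17 came from the same sequencing run or lane, and those of pool 10 from others. Whether this sharing explains the pool 10 reads was not tested.

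The change of control hairpins from day 0 was higher in culture libraries named for 2 pools (0.15) than in those named for 1 pool (-0.75), by 0.895 on the log2 scale. Divided by the targeting reads of both pools the difference was -0.091 (exact permutation p = 0.692), and 0.058 with pools sharing libraries averaged (exact permutation p = 0.831). This is consistent with controls of both pools counted in 1 library, and no biological explanation was tested.

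A library stood apart in 2 of 10 groups and measures of 4 to 6 culture libraries, where chance gives about 1 in 20. Culture library 14/15A agreed less with the others of pool 15, at a mean r of 0.902 against 0.943 for the nearest. Culture library 19D, the 1 library of pool 19 not mixed with pool 18, had 23.7 effective hairpins against 18.0 for the nearest. These numbers include controls, which the other 3 libraries hold from 2 pools. Without controls 19D had 19.95, still above the 12.55 to 14.98 of the others but no longer apart by the same limit, so the part of mixed controls stays open. No explanation was tested for 14/15A.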

How the results depend on the processing

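Alternatives using edgeR on the recovered reads, limma without trend and robust estimation, the deposited values, libraries under 10% own pool left out, genes over all pools, controls divided by both pools, measures of diversity other than the Shannon number with controls left out, pools sharing culture libraries averaged into 1 value, and culture libraries from the lane of day 0 alone were chosen after seeing the data.

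The differences in effective number and agreement from day 0 kept their direction and their side of the threshold under every alternative run, at -0.93 to -0.70 for lungs and -0.69 to -0.66 for culture in effective number, and -0.135 to -0.105 and -0.050 to -0.037 in agreement, when 1 replicate letter was left out. Lungs against culture in effective number ranged from -0.24 to -0.02 then, passed the threshold at -0.18 counting hairpins with at least 1 read per 1000 and at -0.069 by that count with controls left out (-0.14 and -0.060 with pools sharing culture libraries averaged, only the first past the threshold), and changed sign to 0.029 with the inverse Simpson index and to 0.017 without libraries under 10% own pool.

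The range of hairpin counts without 1 replicate was 148 to 388 for lungs against day 0 (148, 154 and 160 without day 0 replicates A, B and C), 479 to 605 for culture against day 0 and 142 to 249 for lungs against culture (145, 142 and 144 without culture replicates A, B and C). Where 1 library was left in an arm, it was assumed to vary like the others. All 3 arms in 1 fit gave 364 hairpins for culture against day 0. Culture libraries named for 1 pool alone gave 154 hairpins and 48 gene sets against day 0, and 17 and 2 against lungs, with fewer pools tested.

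Gene counts moved most. camera, random hairpin sets and all hairpins of a gene over its pools each called 0 in all 3 comparisons, the last with 13, 15 and 14 at an unadjusted p under 0.05. For small gene sets the result of random hairpin sets was nearly fixed by the size of a pool. Leaving out a replicate gave 6 to 127 sets for lungs against day 0 (8, 6 and 28 without day 0 replicates A, B and C, 127 and 124 without lung replicates A and C), 106 to 177 for culture against day 0 (106 without day 0 replicate B) and 5 to 56 for lungs against culture (12, 5 and 27 without culture replicates A, B and C). Deviations of same-letter libraries had a mean r of 0.041, 0.119 and 0.053, against -0.023, -0.053 and -0.023 for other letters. They were over 0.1 in 19 of 49, 30 of 59 and 24 of 54 pairs, not in every pair, so the letters were not taken to pair the libraries, although r was as high as 0.86. The replicate block gave 3, 77 and 0 gene sets, the last with 78 at an unadjusted p under 0.05, and 231, 575 and 192 hairpins.

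Control hairpins in lungs kept their sign, at -1.03 to -0.60 without 1 replicate, but not their side of the threshold: -0.57 with the mean as centre, -0.84 as a median of controls, and -0.86, -0.63 and -0.60 without lung replicates A, B and E. In culture the sign changed to -0.084 as a median of controls, to -0.094 without culture replicate A (range -0.094 to 0.13) and to -0.78 divided by both pools. The difference between libraries named for 2 pools and 1 pool ranged from 0.49 to 1.01 and lost its call without culture replicate D, at 0.49, which removes libraries named for 1 pool. The cause of the other changes was not tested.

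Named hairpins kept their direction in every alternative run. Clint1 in pool 15 changed sign to -0.67 with library totals, -0.098 without lung replicate B (range -0.098 to 0.56 without 1 replicate) and -0.31 with deposited values, and Dctn4 in pool 17 to -0.037 with library totals, -0.065 with the control total and -0.074 with deposited values. With only the culture libraries from the lane of day 0 for pools 9 and 10, there were 579 and 200 hairpins and 167 and 36 gene sets against day 0 and for lungs against culture. Only libraries of these 2 pools were left out, while the adjustment runs over all pools, so calls were also lost elsewhere. Called hairpins for lungs against culture fell from 21 to 10 in pool 9 and from 6 to 2 in pool 10, and against day 0 went from 37 to 40 and from 26 to 29. Depth limits lung libraries 6A, 10C and 16D, where 40555, 1946 and 42538 own-pool reads were left.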

Other observations

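The tests on lung libraries 10C and 6C and on Non-targeting-shRNA-2 were chosen after the values were seen, and shuffling gene names was chosen after camera had called no set.

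For each of the 3 comparisons, the real split gave the largest count of hairpins and of gene sets among 100 splits of the libraries within pools (1 of 100 as large each time, the real one). Libraries of an arm were thus more alike than libraries of different arms. Day 0 libraries may be repeats of 1 pellet and would then be alike anyway, so the splits cannot show that the counts are sound. It does not follow that genes were the unit of change. With gene names shuffled among hairpins of a pool, 81, 59 and 60 of 100 shuffles gave as many fry sets as the real names for lungs against day 0, culture against day 0 and lungs against culture. This is consistent with changes of single hairpins producing the fry counts. Hairpins of one gene were closer than under shuffled names for lungs against day 0, at a mean distance of 1.72 against 1.83 on the log2 scale (one-sided permutation p = 0.0119, Benjamini-Hochberg adjusted over 3 tests p = 0.0357), but their correlation was only 0.098 and 51.2% of 711 pairs shared a sign. For culture against day 0 (p = 0.0574) and lungs against culture (p = 0.241), both one-sided permutation tests, no closeness was detected. A small effect shared by hairpins of a gene may exist in lungs, as a hypothesis; off-target effects and drift of single hairpins were not tested.

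Lung libraries of one pool agreed less than day 0 libraries. Day 0 libraries thinned to the lung depths still had a mean r of 0.989, against 0.870 in lungs, higher in 17 of 17 pools, which argues against lower read depth as the cause. Technical repeats of 2 lung libraries had r of at least 0.9967, but 2 libraries cannot settle PCR and sequencing noise for all pools. Differences between mice stay open.

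If the spread between mice were random sampling alone, the variance of hairpin shares beyond that at day 0 would correspond to a median of 159.1 founders per lung over 16 pools, without libraries 10C and 16D, from 8.2 in pool 14 to 774.8 in pool 2. Selection and clonal growth also enter this variance.

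Non-targeting-shRNA-1 made up 82.1% of lung library 10C and 69.9% of lung library 6C. Without it, pool 6 hairpins made up 84.7% of the other reads of 6C, near the 82.3% to 84.8% of other pool 6 lungs, consistent with outgrowth of cells with 1 hairpin, or with added material of that hairpin alone. In 10C, pool 10 hairpins made up 0.193% of the other reads, against 81.7% to 82.8% in other pool 10 lungs, which argues against outgrowth of 1 hairpin in a pool 10 lung.

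Non-targeting-shRNA-2 fell in culture and in lungs, although it targets no gene by name. Its fall was -2.12 ± 0.55 in 5 pools measured in culture libraries named for 1 pool, lower in 5 of 5 (exact permutation p = 0.0625, the smallest 5 pools allow). In lungs, which hold the controls of 1 pool, it was -2.66 ± 1.65, lower in 16 of 17 pools. The fall was therefore also present in libraries without mixed controls. Mixing the controls of 2 pools adds control reads, so it raises the value relative to the own pool. Over 18 pools in culture the change was -1.18 relative to the own pool and -2.03 scaled on both pools. Neither value without mixing could have favoured mixing as the cause, so they do not test it. What the cause was stays open, and no biological explanation was tested.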
